A study of Homo sapiens with 6 samples.

How the data were processed

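RNA sequencing was analysed from 6 cultures of SH-SY5Y, an established human neuroblastoma cell line often used as a neuron-like model. Per the labels' protocols, 3 cultures received a negative control small interfering RNA (siRNA), here called siNEG, and 3 received an siRNA against RGNEF, here called siRGNEF. RGNEF is the protein of the gene ARHGEF28, a guanine nucleotide exchange factor that also binds RNA. The siRNA was transfected with a lipid reagent at 20 nM on day 0 and again on day 1, and cells were collected on day 2. The siRNA sequences, and whether one siRNA or a pool was used, are not given in the labels. Total RNA was column-purified with DNA digestion, and a sequencing provider made the libraries with standard Illumina protocols for paired reads of 150 nt, with 60 M read pairs planned per sample. Groups were taken from the sample titles, which number the control libraries 1 to 3 and the siRGNEF libraries 4 to 6, so no number pairs a library of one group with one of the other.

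The authors deposited a table of counts per gene and a table of FPKM (fragments per kilobase of gene, scaled to library size) for the same genes, with Ensembl gene identifiers and symbols. The aligner, the counter, the genome build, the annotation and the handling of strand are not stated in the labels or the file headers. The deposited counts were whole numbers over 48162 genes, of which 14695 had no count in any library, and every row named a gene. The deposited FPKM of each of the 33467 genes with a count corresponded to 1 whole-number gene length and the column sum of the deposited counts, so both tables hold the same measurement. Totals per library ran from 88619720 to 106235022, above the planned number of read pairs, so 1 count need not be 1 read pair. Because the counting rule is not stated, values of genes that overlap another gene, or that share sequence with close relatives, are uncertain.

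Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10, which left 20074 genes, and libraries were scaled by trimmed mean of M values (TMM). A quasi-likelihood F test compared siRGNEF with siNEG with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes with a threshold of 0.05. Fold changes are log2 of siRGNEF over siNEG. Their standard error (SE) was derived from the test, as the absolute log2 fold change divided by the square root of F. CPM values are library-size scaled counts (parts per M) after TMM scaling. The common biological coefficient of variation was 0.122. With 3 libraries per group an exact permutation test of a single value cannot give a p below 0.1.

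Gene properties came from GENCODE version 29 (GRCh38), matched by Ensembl identifier. It held 45342 of the 48162 genes and 95.9% of the tested ones, and the unmatched genes took between 0.819% and 0.835% of the counts per library. Since the build behind the counts is not named, coordinates are not given, and chromosome, genomic span (gene end minus start plus 1) and intron lengths are those of GENCODE version 29. A gene of at least 100 kb was called long. Of the tested genes, 14310 were protein-coding.

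Before the data were examined, the main tests, 111 alternatives and 6 gene lists were fixed. The lists were axon guidance cues and receptors, axon guidance signalling components, neurofilament subunits with peripherin, genes with cryptic splicing after loss of TDP-43, actin and SRF target genes, and interferon response genes. Lists and long genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, and adjusted over the 7 sets. Each was tested again with fry and with an estimated correlation. The median of the axon guidance list was also placed among 10000 random lists of protein-coding genes matched in 10 classes of span and 5 of expression. The rule for naming genes was ARHGEF28, TARDBP and NEFL always. To these were added the 5 highest and 5 lowest log2 fold changes among protein-coding genes past the threshold with a mean CPM of at least 1 and no overlap between the groups, and the 6 axon guidance genes with the smallest adjusted p among those past the threshold. Part of the genes this rule picked are not reported here.

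The alternatives were other scalings, no filter on low counts or at least 10 counts in every library, each library left out in turn, DESeq2 1.42.0, robust quasi-likelihood, limma voom, limma on log2 FPKM with a pseudocount of 1 or 0.1, protein-coding genes only, and trends of each library on span, GC content or exonic length taken out by lowess with a smoother span of 0.3. Added after the data were seen were a fit with 1 surrogate variable (sva 3.50.0), a fit with libraries 1 and 4, 2 and 5, and 3 and 6 as blocks, a fit without genes that hold a given 7-base word, the axon guidance percentile with each library left out, and the tests under the other observations.

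For the word search, each 7-base word found in the 3′ untranslated region (3′ UTR) of at least 50 genes was regressed against log2 fold change, clipped at 2 in either direction, with UTR length and GC content as covariates. It covered 13839 protein-coding genes with a 3′ UTR of at least 50 nt in 1 representative transcript each. Computation used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

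The count test was tested on simulated data with 20074 genes, of which 200 were changed, besides a shift of -0.3 in the axon guidance list. It recovered 95.5% of the 200 at a log2 change of 1, with 8 false calls among 212, and 71.0% at 0.5, with 3 false calls among 157. The 200 were drawn only from genes with mean counts well above the filter's minimum. Each library was simulated independently, with the dispersion trend of the data. Recovery among genes with low counts, or with deviations shared between libraries, was therefore not measured. The word search, tested on permuted fold changes of 13839 genes with a planted shift of -0.15, ranked the planted word 1 of all words, and the strongest absolute z with nothing planted was 4.38.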

Results

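Gene expression was profiled by RNA sequencing in SH-SY5Y neuroblastoma cells 2 days after the first of 2 transfections with a control siRNA (siNEG, 3 libraries) or an siRNA against RGNEF (siRGNEF, 3 libraries). The title of the series concerns the regulation of axon guidance genes by TDP-43 and RGNEF and the processing of long introns. The comparisons below address which genes changed, and whether axon guidance genes and long genes changed as groups. Total counts were 102899880, 96899017 and 106235022 in siNEG libraries 1, 2 and 3, and 91025290, 101014724 and 88619720 in siRGNEF libraries 4, 5 and 6. The 10 genes with the most counts took between 6.25% and 6.78% of each library, and mitochondrially encoded genes between 5.53% and 5.93%. Every pair of libraries differed by more than counting noise, with a chi-square per degree of freedom of at least 13.7, so none was treated as a copy of another, and the labels list all 6 as separate samples. The labels name no batch.

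The targeted gene was examined first. ARHGEF28 (ENSG00000214944, chromosome 5, span 315.836 kb) had 46.8, 32.9 and 39.6 CPM in siNEG libraries 1, 2 and 3, from 4819, 3187 and 4233 counts. It had 23.5, 16.4 and 24.0 CPM in siRGNEF libraries 4, 5 and 6, from 2130, 1659 and 2117 counts. The mean fell from 39.8 ± 6.91 CPM (SD, n = 3) to 21.3 ± 4.22 CPM (SD, n = 3), a log2 fold change of -0.90 (SE 0.16) with an edgeR quasi-likelihood adjusted p of 0.0150, which left 53.5% of the control level. All siRGNEF libraries lay below all siNEG libraries. The fall was no longer past the threshold without siNEG library 1 (log2 fold change -0.78, adjusted p 0.0642) or without siRGNEF library 4 (-0.98, adjusted p 0.0552). Across the 6 fits that each left out a library, its adjusted p ran from 0.00687 to 0.0642.

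TARDBP (ENSG00000120948, chromosome 1, span 14.077 kb), which encodes TDP-43, an RNA-binding protein with roles in splicing, had 248 ± 4.14 CPM (SD, n = 3) in siNEG and 236 ± 4.70 CPM (SD, n = 3) in siRGNEF. Its log2 fold change of -0.07 (SE 0.05) was not past the threshold (edgeR adjusted p 0.506), although all siRGNEF values (231 to 240 CPM) lay below all siNEG values (244 to 252 CPM). TARDBP overlaps 1 other annotated gene, which is protein-coding and on the same strand, so its values are uncertain to that extent. NEFL (ENSG00000104725), which encodes the neurofilament light chain and whose mRNA is bound by RGNEF, had 129 ± 21.0 CPM (SD, n = 3) in siNEG and 124 ± 20.1 CPM (SD, n = 3) in siRGNEF. Its log2 fold change of -0.06 (SE 0.13, edgeR adjusted p 0.853) was smaller than the spread between replicates, and its sign changed without siNEG library 2, without siRGNEF library 4 and without siRGNEF library 6. The highest NEFL values were those of siNEG library 2 (153 CPM) and siRGNEF library 5 (147 CPM), and the other 4 libraries had between 112 and 117 CPM. NEFL was lower in siRGNEF within each of the pairs 1 and 4, 2 and 5, and 3 and 6, which were chosen after the data were seen and which leaving out a library breaks. With these pairs as blocks its log2 fold change was -0.06 (SE 0.037), still short of the threshold (adjusted p 0.235).

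**Figure D1:**
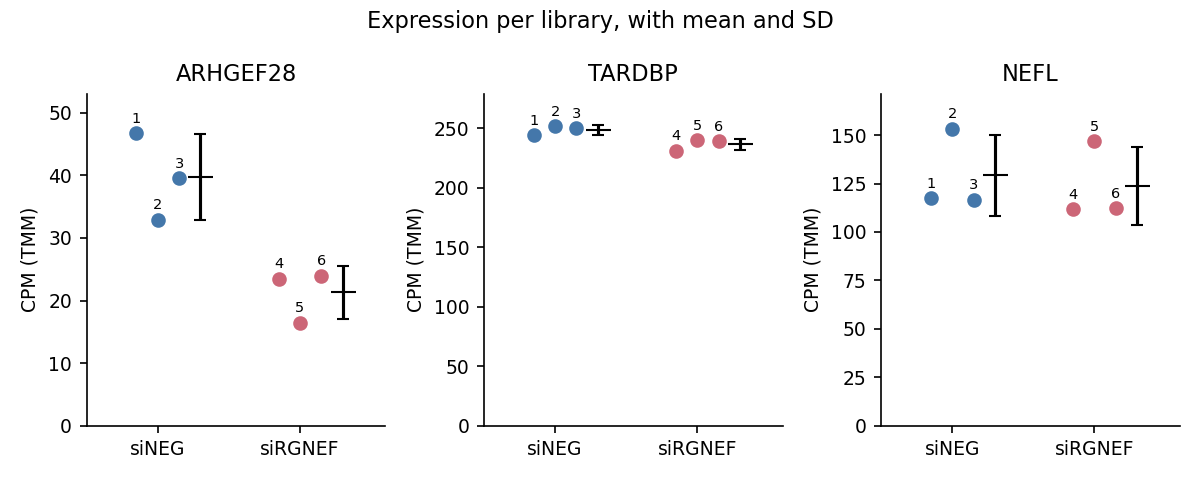
CPM after TMM scaling (vertical axes, from 0) of ARHGEF28, TARDBP and NEFL in each siNEG (blue) and siRGNEF (red) library, with library numbers above the points and black bars for the mean and SD of 3 libraries. ARHGEF28 was lower in every siRGNEF library (16.4 to 24.0 CPM) than in every siNEG library (32.9 to 46.8 CPM), as was TARDBP (231 to 240 against 244 to 252 CPM), whereas NEFL overlapped between the groups.

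Across the 20074 tested genes, 1001 had an adjusted p under 0.05 in the edgeR test. Of these, 272 were higher and 729, or 72.8%, were lower in siRGNEF. Changes were mostly under 2-fold: the median log2 fold change was 0.39 among the higher genes and -0.47 among the lower ones, and 70 genes, 19 higher and 51 lower, changed at least 2-fold. At an unadjusted p under 0.05 there were 3882 genes, 19.3% of those tested. The groups did not overlap for 24.8% of the genes, where chance gives 10% for 3 against 3. The median log2 fold change of all tested genes was 0.00. Among the alternatives fixed beforehand, the number of genes ran from 289 without siRGNEF library 4, of which 288 were among the 1001, to 1863 with DESeq2. Over all alternatives it was the fit with post hoc blocks that moved it most, to 5330 genes, which held all 1001. There the directions were nearly even, with 2601 genes higher and 2729, or 51.2%, lower, and with 1 surrogate variable 57.0% were lower.

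**Figure D2:**
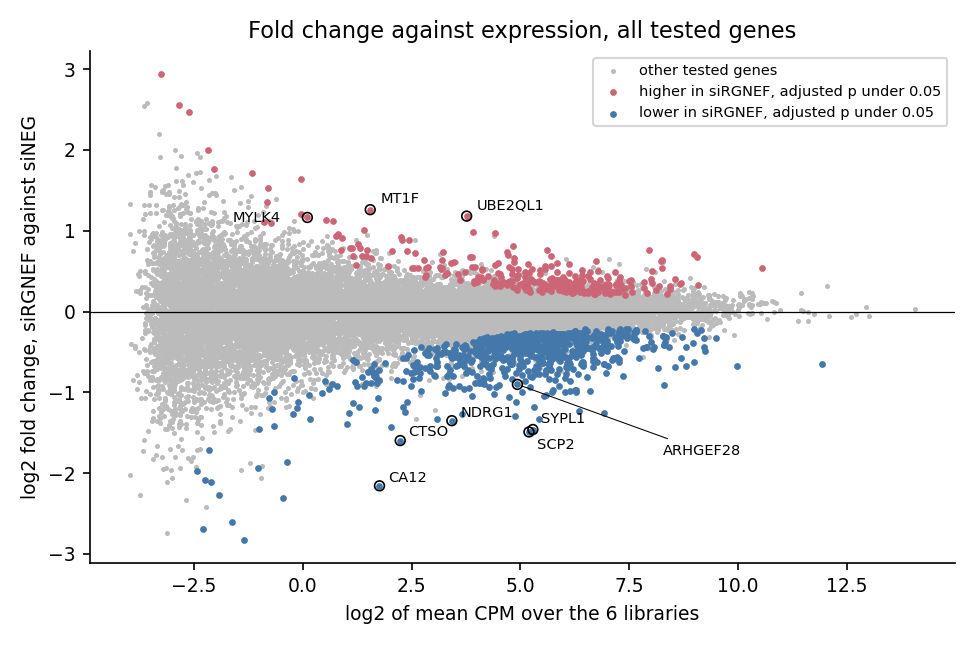
Log2 fold change of siRGNEF against siNEG (vertical axis) against log2 of the mean CPM over the 6 libraries (horizontal axis), 1 point per tested gene. Red and blue points mark the 272 higher and 729 lower genes with an edgeR adjusted p under 0.05, grey points the remaining tested genes, and rings ARHGEF28 and the genes named beside it.

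The naming rule was met by 918 protein-coding genes, 242 higher and 676 lower. The steepest fall among them was that of CA12 (ENSG00000074410, chromosome 15), from 5.54 ± 1.09 to 1.24 ± 0.273 CPM (SD, n = 3 each), with a log2 fold change of -2.16 (SE 0.21, edgeR adjusted p 0.000745). CTSO (ENSG00000256043, chromosome 4) fell from 7.09 ± 1.25 to 2.35 ± 0.308 CPM, with a log2 fold change of -1.60 (SE 0.17). SCP2 (ENSG00000116171, chromosome 1), SYPL1 (ENSG00000008282, chromosome 7) and NDRG1 (ENSG00000104419, chromosome 8) had log2 fold changes of -1.49, -1.46 and -1.35. In siRGNEF they were at 19.3 ± 0.781, 20.8 ± 0.853 and 6.05 ± 0.135 CPM, against 54.1 ± 5.61, 57.3 ± 4.69 and 15.4 ± 0.811 CPM in siNEG (SD, n = 3 each). These 5 genes fell further than ARHGEF28 itself, as did 78 of the 729 lower genes in total. They stayed past the threshold under all 19 alternatives tried for each. SCP2 overlaps 6 other annotated genes, none of them protein-coding.

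Among the genes that met the rule, which requires a mean CPM of at least 1, the largest rises were smaller than these falls. MT1F (ENSG00000198417, chromosome 16) rose from 1.72 ± 0.225 to 4.13 ± 0.913 CPM (SD, n = 3 each), a log2 fold change of 1.26 (SE 0.19, edgeR adjusted p 0.00762). It belongs to the metallothioneins, whose near-identical sequences share reads, so the value is uncertain. UBE2QL1 (ENSG00000215218, chromosome 5) rose from 8.33 ± 1.11 to 18.9 ± 2.77 CPM (SD, n = 3 each), a log2 fold change of 1.18. MYLK4 (ENSG00000145949, chromosome 6) rose from 0.662 ± 0.0613 to 1.49 ± 0.283 CPM (SD, n = 3 each), a log2 fold change of 1.16. It lost the threshold under 5 of its 18 alternatives, 3 of them with a library left out.

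Of the 81 axon guidance cues and receptors, 75 were tested. Their median log2 fold change was -0.03, with 33 higher and 42 lower and a range from -1.02 to 1.00. The camera test gave p 0.184, adjusted over the 7 sets to 0.602, and neither fry (p 0.165) nor camera with an estimated correlation (p 0.455) passed the threshold. The alternative that moved the median most was the fit without siRGNEF library 4 (-0.07, adjusted p 0.364). Individually, 9 of the 75 members were past the threshold over all genes tested, 3 higher and 6 lower, and 15 were past it when adjusted over the list alone.

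The 6 members with the smallest adjusted p were SEMA5B, SEMA6C, CXCR4, DRAXIN, PLXNA1 and NRP1. SEMA5B (ENSG00000082684, chromosome 3) fell from 100.2 ± 4.34 to 68.9 ± 7.07 CPM (SD, n = 3 each), a log2 fold change of -0.54 (SE 0.08, edgeR adjusted p 0.00582). SEMA6C (ENSG00000143434, chromosome 1) and CXCR4 (ENSG00000121966, chromosome 2) had log2 fold changes of -0.52 and -0.68. DRAXIN (ENSG00000162490, chromosome 1) had -0.67 and PLXNA1 (ENSG00000114554, chromosome 3) -0.44. NRP1 (ENSG00000099250, chromosome 10), which encodes a semaphorin co-receptor, rose from 20.6 ± 2.53 to 36.1 ± 8.63 CPM (SD, n = 3 each), a log2 fold change of 0.81 (SE 0.17, edgeR adjusted p 0.0287). NRP1 was not past the threshold when any library other than siRGNEF library 5 was left out. The same held for PLXNA1 without siNEG library 1 or siRGNEF library 6, and for DRAXIN without siNEG library 1. On log2 FPKM, DRAXIN was also short of it with a pseudocount of 0.1 (adjusted p 0.0724), or of 1 with a mean FPKM of at least 1 (0.0556), and NRP1 with a pseudocount of 1 (0.0610). SEMA5B, SEMA6C and CXCR4 stayed past it under all 19 alternatives.

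**Figure D3:**
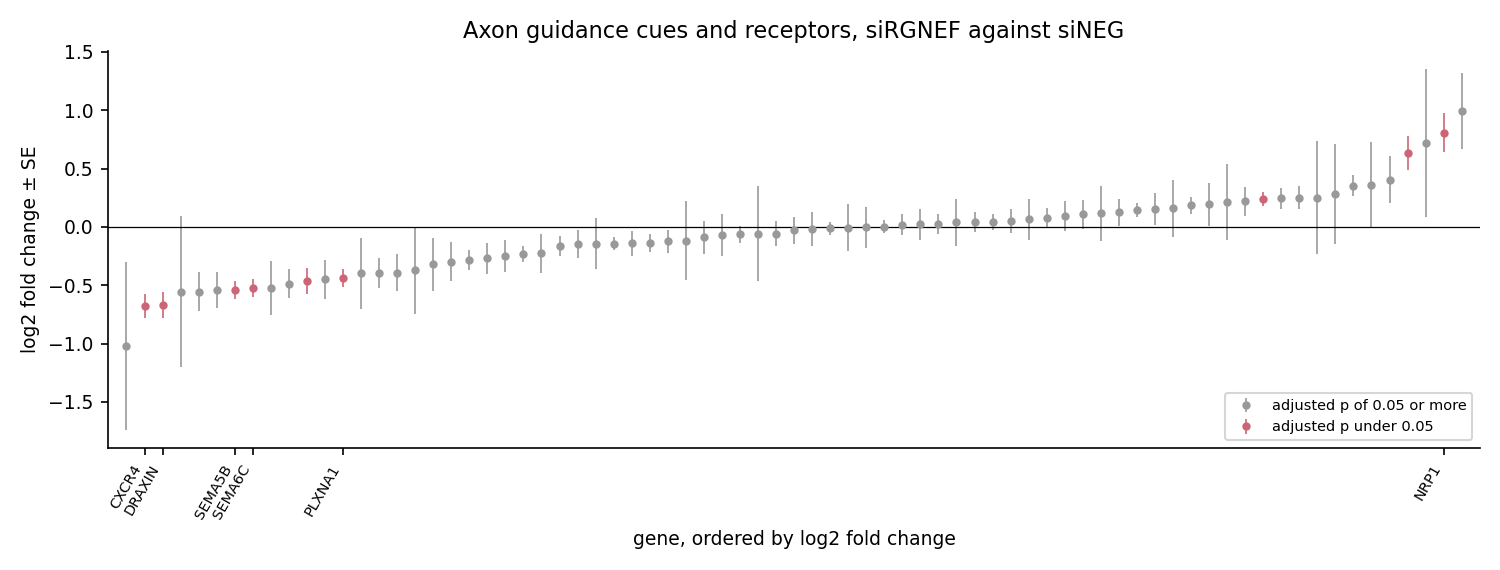
Log2 fold change of siRGNEF against siNEG with its SE (vertical axis) for the 75 tested axon guidance cues and receptors, ordered by fold change (horizontal axis), with 6 members named. Red points mark the 9 members with an edgeR adjusted p under 0.05, 6 lower and 3 higher, and grey points the others, which spread to both sides of 0.

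Axon guidance genes were longer than other protein-coding genes, with a median span of 51.6 kb against 33.1 kb, and 32 of them (42.7%) spanned at least 100 kb against 20.5% of all tested protein-coding genes. Their median log2 fold change lay at percentile 10.3 of 10000 random lists matched on span and expression. The central 95% of those lists ran from -0.05 to 0.05, so with this matching the list did not stand apart. With lists matched on GC content as well, it lay at percentile 1.44, below the central 95%. Without siRGNEF library 4 it lay at percentile 0.200, without siRGNEF library 5 at 1.15, and without siRGNEF library 6 at 22.8.

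The 2933 protein-coding genes of at least 100 kb were compared with the 11377 shorter ones. Their medians differed by 0.01 on the log2 scale (camera p 0.681, adjusted 0.876), and the sign changed without siNEG library 3 (-0.05) and without siRGNEF library 5 (-0.02), with neither past the threshold after adjustment. Neither fry (p 0.877) nor an estimated correlation (p 0.914) passed it. Of the long genes, 214 (7.30%) were past the threshold, 71 higher and 143 lower, against 6.41% of the others. The balance of direction depended on the fit. With post hoc blocks 1083 long genes were past the threshold, 546 higher and 537 lower. With 1 surrogate variable 632 were past it, 289 of them higher. Across genes, which are not independent replicates, Spearman's rho between log2 fold change and span was -0.0254, and with the longest intron -0.0377. Medians by class of span lay between -0.01 and 0.04. Counts per gene measure total expression, so these values do not show whether long introns were processed differently.

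The mean log2 CPM of long genes minus that of the others was 0.157, 0.187 and -0.0125 in siNEG libraries 1, 2 and 3, and 0.121, 0.161 and 0.050 in siRGNEF libraries 4, 5 and 6. The means were 0.110 ± 0.108 (SD, n = 3) and 0.111 ± 0.0563 (SD, n = 3). Their difference of 0.00040 was far smaller than the spread between libraries (two-sided exact permutation test, p 1, where 0.1 is the smallest p possible).

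**Figure D4:**
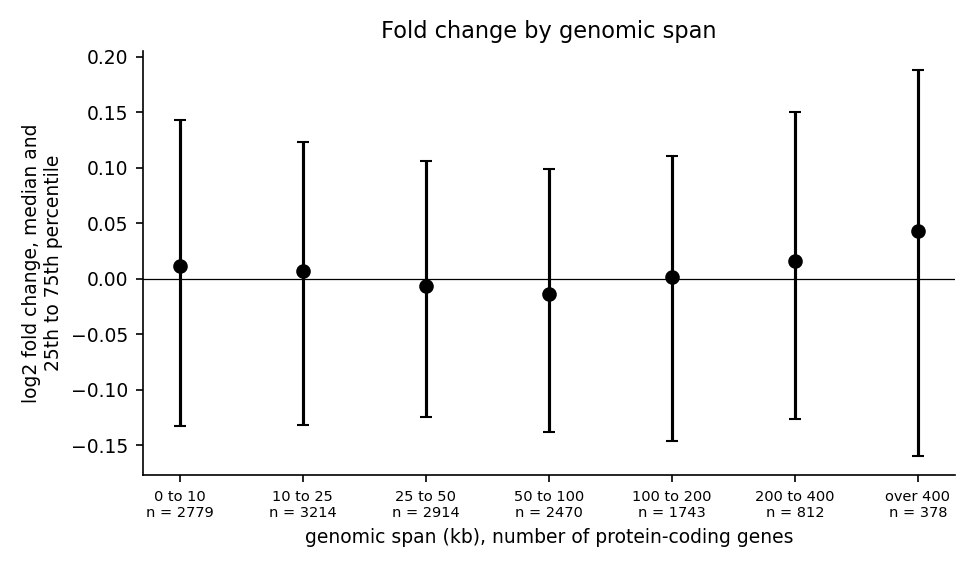
Median log2 fold change with its 25th and 75th percentiles (vertical axis) for tested protein-coding genes in classes of genomic span in kb (horizontal axis, number of genes below each class). The medians stayed between -0.01 and 0.04, within percentiles that ran across 0 in every class.

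No other list was past the threshold after adjustment over the 7 sets, with camera, fry or an estimated correlation. Axon guidance signalling components had a median log2 fold change of -0.01 (65 of 68 tested, camera p 0.145, adjusted 0.602), with 7 members past the threshold and 8 adjusted over the list alone. The 5 neurofilament subunits with peripherin had a median of 0.03 (camera p 0.750), with 0 past the threshold, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Genes with cryptic splicing after loss of TDP-43 had a median of -0.09 (16 of 16 tested, camera p 0.258), with 0 past the threshold, 0 adjusted over the list alone and 3 at an unadjusted p under 0.05. In the fit with post hoc blocks, 11 of the 16 were past the threshold, 8 of them lower. Counts per gene do not show splicing, so cryptic splicing itself was not measured. Actin and SRF target genes had a median of 0.04 (16 of 20 tested, camera p 0.972), with 1 past the threshold and 1 adjusted over the list alone, CNN2, named after its value was seen, at -0.46. In the fit with post hoc blocks, 10 of the 16 were past the threshold, 5 of them lower. Interferon response genes had a median of 0.13 (13 of 18 tested, camera p 0.434), with 0 past the threshold, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05.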

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

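Across the 23 alternatives tried for it, the number of genes past the threshold stayed within 1.5 times the reported 1001 in 14. It rose to 1561 with no filter on low counts, 489 of them higher and 117 changed at least 2-fold. More genes were tested, but the fit of the same genes changed as well, with SEs that moved both ways. The SE of ARHGEF28 fell from 0.162 to 0.110 and its adjusted p to 1.17e-07. The SE of TARDBP rose from 0.0516 to 0.0675 and that of NDRG1 from 0.0893 to 0.116. The cause was not tested. The number of genes rose to 1863 with DESeq2, 701 higher and 1162 lower. With the span trend taken out of each library, 497 genes were higher and the lower share was 62.9% instead of 72.8%. DESeq2 gave a lower share of 62.4%. With log2 FPKM and a pseudocount of 1, 14 genes changed at least 2-fold, or 15 with a mean FPKM of at least 1, since a pseudocount shrinks the change of low genes. In none of the 23 did a gene of the 1001, where tested, change sign.

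Across the 6 fits that each left out one library, the number of genes ran from 289 to 950, with 40 to 295 higher, 249 to 655 lower and 34 to 86 changed at least 2-fold. The lowest count came without siRGNEF library 4, followed by 352 without siRGNEF library 6 and 402 without siNEG library 1. Fewer libraries give less power, but the count was 845 without siRGNEF library 5, 650 without siNEG library 2 and 950 without siNEG library 3, so the libraries did not weigh alike. ARHGEF28 kept its direction, with log2 fold changes from -1.02 to -0.74 across these fits, and adjusted p from 1.21e-11 to 0.0642 over its 19 alternatives. It was past the threshold except without siNEG library 1 (-0.78) and without siRGNEF library 4 (-0.98). TARDBP kept its direction and stayed short of the threshold in all 19.

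Reversals of sign occurred only in results that were short of the threshold in every fit. NEFL ran from -0.21 to 0.0762 across the fits without one library, positive without siNEG library 2 (0.0762), siRGNEF library 4 (0.00453) or siRGNEF library 6 (0.00104). The long genes ran from -0.0476 (without siNEG library 3) to 0.0409 across the same fits, negative also without siRGNEF library 5 (-0.0178), and with a limit of 50 kb gave -0.00574. The neurofilament list ran from -0.17 to 0.16, the TDP-43 list from -0.12 to 0.0120, the actin and SRF list from -0.0451 to 0.13 and the interferon list from -0.0238 to 0.26. The cause was not tested for any of them. The difference in long gene score ran from -0.0631 to 0.0355 across the same fits, within the spread between libraries. The axon guidance median was negative under all 22 alternatives, with adjusted p from 0.139 to 0.992. Its percentile among lists of like span ran from 0.200 to 22.8 across the fits without one library, and was 1.44 with GC content matched as well. Among the other 14 named genes, 249 of 265 values kept direction and side of the threshold, and 16 kept direction but lost the threshold.

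No paired analysis by label was possible because the groups share no replicate number. Chosen after the data were seen, a fit with 1 surrogate variable gave 3129 genes, 1346 higher, 1783 lower and 135 changed at least 2-fold. A fit with libraries 1 and 4, 2 and 5, and 3 and 6 as blocks gave 5330, 2601 higher, 2729 lower and 186 changed at least 2-fold. This pairing was the most correlated of 6, which inflates such a count. In both fits all 1001 genes were past the threshold, the lower share fell to 57.0% and 51.2%, and the axon guidance list, the long genes, ARHGEF28, TARDBP and NEFL kept their side of it. With the blocks, more members of the lists were past the threshold singly: 40 of 75 axon guidance genes, 19 of 65 signalling components, 1 of 5 neurofilament genes, 11 of 16 of the TDP-43 list (8 lower), 10 of 16 of the actin and SRF list (5 lower) and 3 of 13 interferon response genes. As sets, none was past it with camera after adjustment. The TDP-43 list had a camera p of 0.0664, adjusted to 0.444, and an unadjusted fry p of 0.00870, and the signalling components an unadjusted fry p of 0.0346. Without genes that hold the 7-base word described under the other observations, 565 genes were past the threshold, 181 higher, 384 lower and 40 changed at least 2-fold, all among the 1001. The lower share was 68.0%. Of the 1001, 718 were still tested in this fit, so part of the loss came from the new fit and not from holding the word.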

Other observations

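The test of the 7-base word below was written down before it was run. The other tests added in this section were chosen after their results, or the pattern, had been seen. Results repeated here from the main tests, which were fixed beforehand, are not among them.

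Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many genes past the threshold, 1 as many in the larger direction, 1 as many changed at least 2-fold and 1 as many axon guidance genes past the threshold. The other 9 splits gave 0 genes each, with between 129 and 2600 genes at an unadjusted p under 0.05 against 3882 for the real split. Each of these 9 sets libraries of both groups on each side, so a difference between the groups widens their spread and holds calls down. Their 0 calls are therefore not a measure of what noise alone gives. With 10 splits the share cannot go below 0.1, so the splits alone do not decide on chance. Counts simulated independently from the model that the test assumes, with the measured dispersion trend, gave 8 and 3 false calls. Noise of that kind would thus give few of the 1001 calls. Whether the real noise follows the model was not tested. A disturbance shared by the libraries of one group is not part of that simulation. A camera p as small as the real one was given by 5 of the 10 splits for the axon guidance list, 4 for the signalling components, 8 for the neurofilament list, 7 for the TDP-43 list, 10 for the actin and SRF list, 7 for the interferon list and 10 for the long genes.

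Genes lower in siRGNEF outnumbered higher ones by 729 to 272, though by only 2729 to 2601 in the fit with post hoc blocks, and the steepest falls went beyond that of ARHGEF28. An siRNA can repress mRNAs whose 3′ UTR matches the seed of its guide strand, about 7 bases near the 5′ end. Of 16213 words of 7 bases, GAGATAT went most strongly with lower expression. Genes with it in the 3′ UTR were shifted by -0.23 on the log2 scale (z -22.9), and among words without any 4-base stretch of it the strongest with lower expression had z -4.34. In the other direction GACGTAA had z 5.20 (shift 0.13), beyond the 4.38 of the search with nothing planted, and was not examined further. The word was held by 280 of 691 lower genes (40.5%), 3 of 244 higher genes (1.23%) and 5.84% of the genes not past the threshold. The 920 genes with 1 copy had a median log2 fold change of -0.19 and the 116 with more copies -0.29. All 5 named steepest fallers (CA12, CTSO, SCP2, SYPL1 and NDRG1) hold it in the 3′ UTR, and none of the named risers MT1F, UBE2QL1 and MYLK4 does. Among the named axon guidance genes, PLXNA1, which fell, holds it there too. The fallers SEMA5B, SEMA6C, CXCR4 and DRAXIN do not, nor does NRP1, which rose. In the 932 genes with the word in the coding sequence alone the shift was weaker, -0.07 (z -6.40).

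If base composition or UTR length were behind it, words of the same letters in another order should behave alike, but the lowest z among 203 such words was -2.84, and the reverse complement had -0.79. The strongest absolute z under the other 9 splits of the libraries was 12.8, and the same word led in each of them, as each still sets unequal numbers of siRGNEF libraries against each other. Per library, the median of genes with the word minus that of genes without it, relative to the other controls or to all 3 controls, was 0.04, 0.06 and -0.11 in siNEG libraries 1, 2 and 3, and -0.21, -0.18 and -0.25 in siRGNEF libraries 4, 5 and 6. The word occurs at 2 positions of the ARHGEF28 mRNA (6351 nt in the representative transcript), at base 2971 in the coding sequence and at base 6283 in the 3′ UTR, counted from 1 at the 5′ end. This is weak evidence by itself, as 24.6% of 1994 mRNAs of like length hold the word. The values are consistent with seed-matched repression by an siRNA with the guide seed ATATCTC, in DNA letters, as a hypothesis. The siRNA sequence is not given, and a cellular regulator that reads the same motif and responds to loss of RGNEF stays open, untested.

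The excess of lower genes went beyond the 3′ UTR word itself: among genes without it, 411 were lower and 241 higher, or 63.0% lower. If weaker matches to the same seed contributed, leaving out genes with 6 bases of the word in the 3′ UTR or all 7 in the coding sequence should remove more of the excess than doing so for other words. It left 174 lower and 169 higher genes, or 50.7% lower. The 203 words of the same letters left between 55.4% and 65.3%. The word was picked from these same fold changes and the 203 words were not, which favours it in this comparison. In the fit with post hoc blocks, 51.2% of the genes past the threshold were lower with all genes kept. Direct matches to the seed may therefore account for part of the imbalance of direction, but how much cannot be told from these values. The 174 lower and 169 higher genes left hold no such match by construction. Whether they changed indirectly, through repression of genes with a match, was not tested. A second siRNA with another seed would tell effects of the seed from effects of the loss of RGNEF. Of the 73 genes with a 3′ UTR in the search that fell further than ARHGEF28, 38 hold the word.

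The libraries also deviated from their group means in pairs across the groups. Over 6843 genes with a mean log2 CPM above 5, a limit set after seeing weaker values over all genes, the correlation of deviations across genes was 0.588 for libraries 1 and 4, 0.864 for 2 and 5, and 0.762 for 3 and 6. Over all tested genes it was 0.0992, 0.293 and 0.221. The other 6 pairs across the groups ran from -0.753 to 0.0254 over the well-expressed genes. IGF2, picked after its values were seen, had 776 CPM in siNEG library 2 against 268 and 252 in libraries 1 and 3, and 669 CPM in siRGNEF library 5 against 222 and 178 in libraries 4 and 6. PTN, picked likewise, was lower in library 2 (166 CPM against 263 and 306) and library 5 (236 against 408 and 478).

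The totals argue against depth as the source of these pairs. The siRGNEF library 5 had 1.12 times the mean total of the other 2 of its group, while siNEG library 2 had 0.927 times, and in 0 of the 3 pairs were both totals on the same side of their group mean. A trend on GC content took away at most 11.4% of the squared deviations of a library, and the correlation of libraries 2 and 5 was 0.871 after it. A culture, RNA or library batch shared within pairs may be the source. The mean correlation of the 3 pairs was 0.738, against 0.257 for the next of the other 5 ways to pair the libraries. As the labels name no batch, a culture state and a library batch cannot be told apart, and no biological explanation was tested. Such a batch would widen the spread within groups, which is in line with the larger counts of genes in the fits that took it up, though the pairing was chosen for its correlation.

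The axon guidance list as a whole was short of the threshold with camera, while its percentile among matched lists, between 0.200 and 22.8 with the library left out, leaves a shift downward unsettled. Singly, 9 of its 75 members were past the threshold, in both directions, against a median of 4 in 10000 random lists matched on expression. As many were held by 3.8% of those lists, by 4.59% of lists matched on span and expression, and, among genes without the 7-base word, by 3.48% of lists for 7 of 69 members. These values lie close to 5%, and the first moved to both sides of it with the library left out: it was 26.1% without siNEG library 3, 11.7% without siNEG library 1 and 8.65% without siRGNEF library 6. It was 3.24% without siNEG library 2, 1.28% without siRGNEF library 4 and 4.37% without siRGNEF library 5. With lists matched on span and expression it was 30.8%, 13.4%, 8.99% and 5.74% without siNEG library 3, siNEG library 1, siRGNEF library 6 and siRGNEF library 5, and 4.34% and 1.4% without siNEG library 2 and siRGNEF library 4. Among genes without the word it was 33.4% without siNEG library 3 and between 0.22% and 4.51% without each of the others. In the fits with blocks and with the surrogate variable, 40 and 28 members were past the threshold against medians of 25 and 15, with as many in 0.1% and 0.01% of the lists. Whether expression level or span accounts for the excess cannot be told from these values, as the side of 5% depends on the library left out. For the word this rests on siNEG library 3 alone. A scattered response of axon guidance genes in both directions may be worth a test in further replicates.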
